A study of Mus musculus with 4 samples. Its data were reported in "YTHDF2 suppresses the 2C-like state in mouse embryonic stem cells via the DUX-ZSCAN4 molecular circuit" (2025).

How the data were processed

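The data were poly(A)+ RNA-seq libraries of mouse embryonic stem cells (ESCs) of the E14 line. Per the labels, second-strand cDNA was made with dUTP and removed before amplification, so the libraries were stranded, and sequencing was paired-end on an Illumina NovaSeq instrument. There were 4 libraries, 1 per group, and each was placed in its group by its title. The groups were a scrambled hairpin with the empty vector (shScram+EV), a hairpin against *Ythdf2* with the empty vector (shYthdf2+EV), the *Ythdf2* hairpin with wild-type YTHDF2 (shYthdf2+DF2WT), and the *Ythdf2* hairpin with YTHDF2 mutated in its m6A-binding site (shYthdf2+DF2Mut). The methods of the study describe replicates for its RNA-seq, but the labels give 1 library per group here, and no group had a replicate.

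The values are read counts per gene, deposited by the authors as 1 table of 50559 genes. Per the file headers, the authors counted with featureCounts 2.0.3 on the UCSC mm39 RefSeq annotation, at exons summed by gene symbol. The headers name no aligner. The paired-end option was set without the option that counts read pairs, so the counts are of reads, and both mates of a pair usually add to the same gene. Among genes with counts of 1 to 20, between 59.0% and 61.1% of the counts in a library were even. The counting was unstranded, so antisense and overlapping genes are uncertain. Reads that aligned to several places, or that overlapped several genes, were left out. Members of near-identical families, among them *Zscan4*, *Usp17l*, *Dux* and *Pramel* genes and many pseudogenes, are therefore undercounted to an unknown degree, and which member a read was assigned to is uncertain. The authors also gave the summed exon length of each gene.

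Total counts were 32382858 reads in shScram+EV, 35742335 in shYthdf2+EV, 32584252 in shYthdf2+DF2WT and 31533129 in shYthdf2+DF2Mut. A gene with 3 counts, taken as the floor, corresponds to between 0.0839 and 0.0951 CPM.

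Library sizes were scaled with the TMM factors of edgeR 4.0.16 in R 4.3.3, which were 0.976, 1.01, 1.01 and 1.01 in the same order of libraries. A prior count of 0.5, scaled by library size, was added before log2 ratios were taken. Genes with a mean count of at least 10 over the 4 libraries were tested, which left 18586 genes. Genes with an absolute log2 ratio of at least 1 were counted. With 1 library per group no difference has a replicate check, and no p-value was computed across genes. Each number of genes was set beside the number that counting error alone would give, from 100 binomial splits of the pooled read pairs of both libraries. For single genes, 95% Clopper-Pearson intervals were computed on read pairs, taken as the reads divided by 2. For list medians, 95% ranges came from 200 Poisson redraws of the read pairs. Shares of counts have 95% Wilson intervals. Amplified reads are not independent molecules, and all these intervals and floors cover counting error only, so they compare libraries and not conditions.

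Gene lists, settings and the rule for naming genes were fixed before the data were examined. The named genes were *Ythdf2*, *Ythdf1* and *Ythdf3*, the 2-cell (2C) and pluripotency genes that the study's text names, and the 5 genes with the largest rise and the 5 with the largest fall in shYthdf2+EV against shScram+EV among genes with a mean count of at least 50. The first 2C list held the 45 genes that the study displays for these same libraries, of which 44 were matched and 40 tested. Because the choice of genes to display could depend on these same data, a second list of 37 commonly used 2C genes outside the first was written, of which 35 were matched and 30 tested. Older symbols were matched through synonyms in the RefSeq table of GRCm38.p6. The symbol *Dux* had no match. All 18 genes of a pluripotency list were tested. Each list's median log2 ratio was placed among the medians of 10000 random lists of the same size, matched on mean expression in 20 bins.

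GC content was taken from the longest GENCODE vM21 transcript with the same symbol, which gave a value for 16726 of the tested genes (90.0%), including 37 of the 40 and 24 of the 30 tested 2C genes and all 18 pluripotency genes. That annotation is on mm10, so only gene properties were taken from it; gene coordinates below are those of the deposited mm39 table. The hairpin sequences given by the study were matched to the mm10 transcripts. Chromosome medians used genes with a mean count of at least 200. In matched comparisons for GC content, exon length and expression, 8 expression bins, 5 GC bins and 5 length bins were used.

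The alternatives planned were DESeq2 1.42.0 size factors, total counts, upper-quartile scaling, a prior count of 5, mean counts of at least 1 or 50, a ratio of at least 1.5-fold, a required counting-error interval that excludes 0, list medians on log2(FPKM + 0.01), and the ratio of summed list counts. After the data were seen, 2 alternatives were added: leaving out chromosomes 12 and Y, and a spline correction of the log2 ratios for GC content and exon length, with 4 degrees of freedom each.

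The procedure was tested on simulated counts in which 200 of the 18586 genes were changed by a log2 ratio of 2 in either direction. All 200 passed the 2-fold threshold, and so did 605 of the 18386 unchanged genes, through counting error at low counts. The counting-error intervals held 0 for 96.1% of the 18586 genes in a pair of unchanged libraries. A simulated GC trend with a Spearman coefficient of 0.76 across the 16540 unchanged genes with a GC value was reduced to 0.03 across the same genes by the correction. Other tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.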

Results

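RNA-seq was done on E14 mouse ESCs to ask which transcripts change when *Ythdf2* is knocked down, and whether wild-type YTHDF2 or a form that cannot bind m6A restores them. YTHDF2 is a cytoplasmic reader protein that binds RNA carrying N6-methyladenosine (m6A). The 2C-like state is a rare state of cultured ESCs in which genes of the 2-cell embryo are expressed. There were 4 libraries, shScram+EV, shYthdf2+EV, shYthdf2+DF2WT and shYthdf2+DF2Mut, with 1 library per group. Total counts ranged from 31533129 to 35742335 reads, and between 26123 and 26700 genes had at least 1 read in a library. Mitochondrial genes took 8.44% of the counts in shScram+EV (95% Wilson interval 8.43 to 8.45), 6.75% in shYthdf2+EV (6.75 to 6.76), 6.34% in shYthdf2+DF2WT (6.33 to 6.34) and 6.14% in shYthdf2+DF2Mut (6.13 to 6.15). There was no replicate, so every difference below is between single libraries and has no replicate check, and the intervals cover counting error only.

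The targeted gene was examined first. *Ythdf2* (mm39 chromosome 4, 131912227 to 131939567, minus strand) had 2806 reads in shScram+EV, 662 in shYthdf2+EV, 7661 in shYthdf2+DF2WT and 6925 in shYthdf2+DF2Mut. Its level in shYthdf2+EV was 20.7% of that in shScram+EV, a log2 ratio of -2.27 (95% interval -2.45 to -2.10). Relative to shYthdf2+EV, it was higher by a log2 ratio of 3.66 (3.50 to 3.83) with the wild-type construct and 3.56 (3.40 to 3.73) with the mutant construct. The level was 262% of shScram+EV with the wild-type construct and 245% with the mutant construct, and the log2 ratio of mutant to wild-type was -0.10 (-0.16 to -0.03). Counts per gene do not separate the transcripts of a construct from those of the endogenous gene. Total-count scaling moved the knockdown ratio most, to -2.23.

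**Figure D1:**
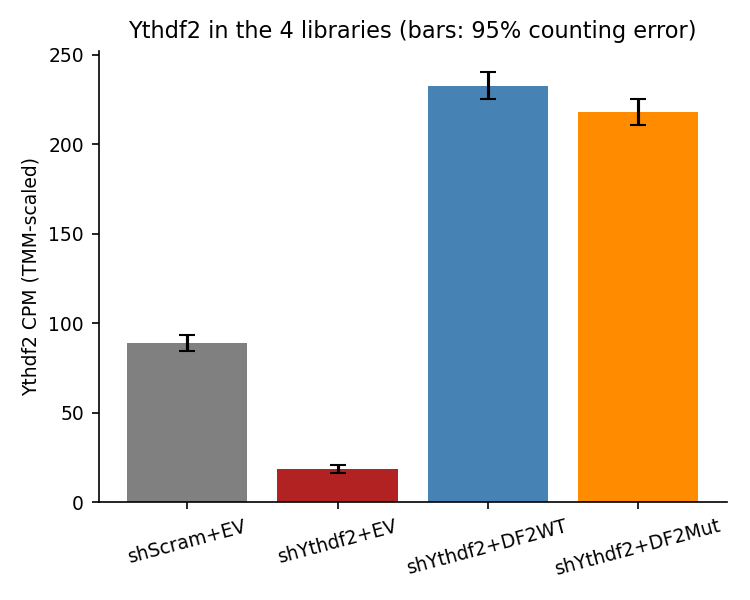
*Ythdf2* CPM, the TMM-scaled read count relative to library size, in each of the 4 libraries, 1 bar per library, with 95% Clopper-Pearson intervals for counting error. The level was 88.8 in shScram+EV, 18.4 in shYthdf2+EV, 233 in shYthdf2+DF2WT and 218 in shYthdf2+DF2Mut.

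The study lists 2 hairpins against *Ythdf2*, and the labels do not say which was used here. On mm10, the target GCAAACTTGCAGTTTATGTAT lies on chromosome 4 from 132186787 to 132186807, in the 3′ UTR, in exon 5 of the transcript Ythdf2-203. The target GGACGTTCCCAATAGCCAACT lies on chromosome 4 from 132204319 to 132204339, in the coding sequence, in exon 4 of the same transcript.

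The paralogs of *Ythdf2* moved the other way in shYthdf2+EV. *Ythdf1* (mm39 chromosome 2, 180546170 to 180562729) had 3855 reads in shScram+EV and 5992 in shYthdf2+EV, a log2 ratio of 0.45 (0.37 to 0.53). *Ythdf3* (chromosome 3, 16237309 to 16271201) had 3985 and 6190 reads, a log2 ratio of 0.45 (0.37 to 0.53). With the wild-type construct *Ythdf1* had 4325 reads and *Ythdf3* 3711. With the mutant construct they had 5567 and 5317 reads.

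Across the 18586 tested genes, 1320 were at least 2-fold higher and 1060 at least 2-fold lower in shYthdf2+EV than in shScram+EV. Counting error alone would give 315 ± 17.8 (SD over 100 splits) and 279 ± 15.2. With the wild-type construct against shYthdf2+EV, 957 genes were higher and 1038 lower, where counting error would give 286 ± 15.8 and 311 ± 13.3. With the mutant construct against shYthdf2+EV, 492 were higher and 628 lower, where counting error would give 305 ± 15.8 and 334 ± 18.2. Between the mutant and wild-type constructs, 1003 genes were higher and 1154 lower with the mutant, where counting error would give 349 ± 17.05 and 341 ± 16.8. The excess of lower over higher genes in the last 3 comparisons was not kept after correction for GC content and exon length. This correction was chosen after seeing the data and made on the genes with a GC value. It gave 780 higher and 709 lower with the wild-type construct, 434 and 383 with the mutant construct, and 768 and 756 for mutant against wild-type. With the wild-type construct, the genes with a GC value had no such excess before the correction, at 794 higher and 786 lower. The numbers there were also 1002 and 1005 under upper-quartile scaling, and 2259 and 2071 for a ratio of at least 1.5-fold. The numbers of genes depended strongly on the filter. With all genes of a mean count of at least 1, 4067 genes were higher on knockdown, and with a mean count of at least 50 there were 497.

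Among genes with a mean count of at least 50, the largest rises on knockdown were those of the Y-linked genes *Eif2s3y* (mm39 chromosome Y, 1010562 to 1049136), *Uty* (1085187 to 1245787) and *Ddx3y* (1260715 to 1286630). They had 0, 0 and 2 reads in shScram+EV and 225, 106 and 261 in shYthdf2+EV. Set against the floor of 3 counts in shScram+EV, their levels in shYthdf2+EV were 65.9-fold, 31.1-fold and 76.5-fold higher. These ratios to the floor are not lower bounds. The counting-error intervals of their log2 ratios on knockdown had lower bounds of 4.71, 3.61 and 4.33. These Y-linked genes also had 35, 24 and 26 reads in shYthdf2+DF2WT and 218, 111 and 197 in shYthdf2+DF2Mut. The next were *Gm6489* (chromosome 1, 31326164 to 31327132), with 13 and 218 reads and a log2 ratio of 3.83 (2.83 to 5.47), and *Gm19174* (chromosome 9, 18311836 to 18314154), with 14 and 185 reads and a log2 ratio of 3.49 (2.43 to 4.88). The largest falls were those of *Tnfaip2* (chromosome 12, 111408898 to 111421452), with 98 and 12 reads and a log2 ratio of -3.16 (-4.73 to -1.99), *Gm35145* (chromosome 8, 110175274 to 110190915), with 73 and 13 reads and -2.63 (-4.31 to -1.51), *Gstm3* (chromosome 3, 107871012 to 107876490), with 155 and 29 reads and -2.58 (-3.60 to -1.83), *Gm5225* (chromosome 17, 24242835 to 24243474), with 98 and 21 reads and -2.38 (-3.63 to -1.48), and *Ythdf2* itself. *Tnfaip2* lies on chromosome 12, whose genes were lower in shYthdf2+EV as a whole. That shift was a median difference of -0.30 from the other autosomes, far smaller than the fall of *Tnfaip2*.

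The 2C genes were examined next, to ask whether the knockdown raised them and which construct lowered them again. *Zscan4a* (mm39 chromosome 7, 10528168 to 10532992) had 1427 reads in shScram+EV, 4961 in shYthdf2+EV, 1381 in shYthdf2+DF2WT and 4107 in shYthdf2+DF2Mut. Its log2 ratio was 1.61 (1.49 to 1.73) on knockdown, -1.72 (-1.84 to -1.60) with the wild-type construct and -0.10 (-0.18 to -0.01) with the mutant construct, both against shYthdf2+EV. *Zscan4c* (chromosome 7, 10739672 to 10744474) had 834, 3279, 1023 and 2503 reads in the same order of libraries, and its ratio on knockdown was 1.79 (1.63 to 1.95). *Zscan4d* (chromosome 7, 10895570 to 10900075) had 1463, 6266, 1792 and 4814 reads, with a ratio on knockdown of 1.91 (1.80 to 2.03). *Usp17la* (chromosome 7, 104506223 to 104511874) had 357, 1214, 412 and 982 reads, with a ratio on knockdown of 1.58 (1.34 to 1.83). The mutant exceeded the wild-type construct by log2 ratios of 1.62, 1.34, 1.47 and 1.30 for these 4 genes. Each belongs to a family of near-identical copies, so the assignment of reads to the single member is uncertain. *Dux* is not listed under that symbol. *Duxf3* (chromosome 10, 58064887 to 58070140), looked up after the values were seen, had 10, 46, 16 and 18 reads, and its mutant to wild-type log2 ratio of 0.21 (-1.33 to 1.79) was not distinguishable from 0 at this depth. The log2 ratio of *Duxf3* on knockdown was 1.97 (0.59 to 3.77). Against shYthdf2+EV it was -1.37 (-2.77 to -0.18) with the wild-type construct and -1.16 (-2.47 to -0.01) with the mutant construct. The value with the mutant construct was lower than those of the 4 genes above, but its interval holds them all.

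All 40 tested 2C genes displayed by the study were higher in shYthdf2+EV than in shScram+EV, with log2 ratios from 1.05 to 3.87 and a median of 1.72 (95% range for counting error 1.63 to 1.83). With the wild-type construct all 40 were lower than in shYthdf2+EV, with a median of -1.43 (-1.56 to -1.35). With the mutant construct 34 of the 40 were lower, with a median of -0.22 (-0.29 to -0.17). The mutant was higher than the wild-type construct for all 40, with a median of 1.19 (1.09 to 1.29). Against shScram+EV, the median was 0.29 with the wild-type construct, above 9999 of the 10000 random lists, and 1.49 with the mutant construct. With the wild-type construct 31 of the 40 genes were higher than in shScram+EV and 9 were lower. The medians on knockdown and for mutant against wild-type were above those of all 10000 random lists matched on expression, and the median with the wild-type construct was below all 10000. The median with the mutant construct was below 9999 of them. The correction for GC content and exon length, chosen after seeing the data, moved the knockdown median most, to 1.58. The study displays these genes for these same libraries, and whether the choice among published 2C genes was made with the values in view is not known.

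The 30 tested 2C genes outside that list gave close values. They are not an independent set, since they include further members of the *Zscan4*, *Usp17l* and *Tcstv* families of the first list. Reads cannot be assigned with certainty among near-identical members, and members of a family may change together. The random lists do not allow for this. On knockdown 29 of the 30 were higher, with a median of 1.73 (1.59 to 1.81). With the wild-type construct all 30 were lower than in shYthdf2+EV, with a median of -1.49 (-1.59 to -1.42), and with the mutant construct 26 were lower, with a median of -0.25 (-0.32 to -0.18). The mutant was higher than the wild-type construct for 29 of the 30, with a median of 1.20 (1.05 to 1.34). Each of these 4 medians lay outside the range of the 10000 random lists. Against shScram+EV, the wild-type construct had a median of 0.13, at the 94.5th percentile of the random lists, and 123 of 10000 lists matched also on GC content and exon length were as high as the 24 of these genes with a GC value.

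**Figure D2:**
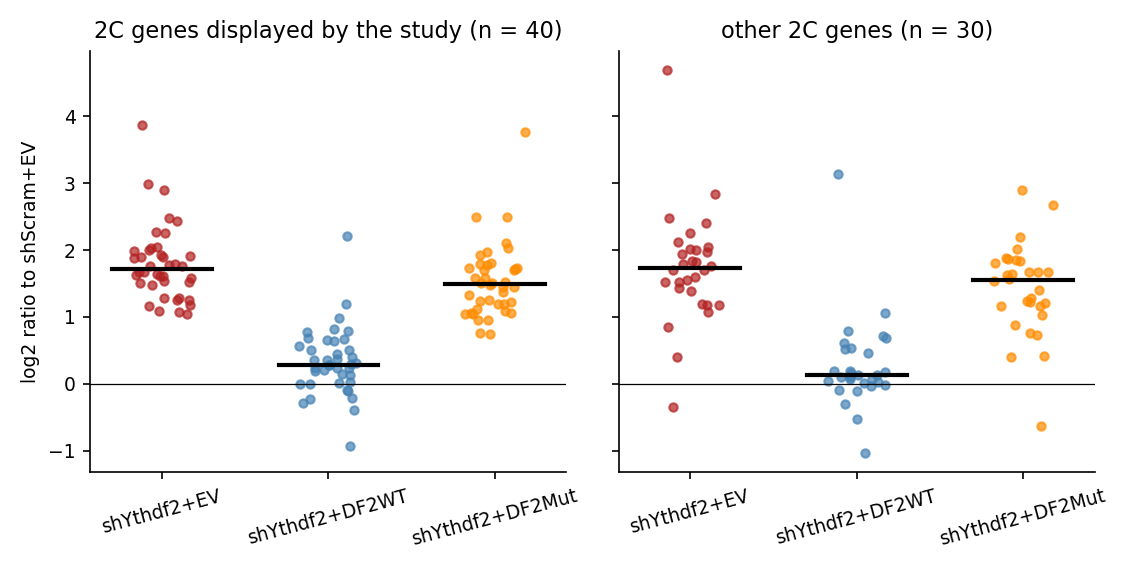
Log2 ratio to shScram+EV of each 2C gene (points) in the 3 shYthdf2 libraries, with the list median as a black line, for the 40 genes displayed by the study (left) and the 30 other 2C genes (right). The medians were 1.72 and 1.73 in shYthdf2+EV, 0.29 and 0.13 in shYthdf2+DF2WT, and 1.49 and 1.56 in shYthdf2+DF2Mut.

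The pluripotency genes showed no common direction on knockdown. *Nanog* (mm39 chromosome 6, 122684448 to 122691592) had 27227 reads in shScram+EV and 30896 in shYthdf2+EV, a log2 ratio within counting error of 0 (-0.04 to 0.03). *Sox2* (chromosome 3, 34704144 to 34706610) had 11511 and 14228 reads, a ratio of 0.12 (0.07 to 0.17). *Pou5f1* (chromosome 17, 35816929 to 35821674) had 25581 and 29882 reads, a ratio of 0.04 (0.00 to 0.07). For the 18 genes of the list the median on knockdown was 0.08 (0.05 to 0.11), at the 91.8th percentile of the random lists, with 10 genes higher and 8 lower and log2 ratios from -0.44 to 0.73. The highest was *Nr0b1*, named after its values were seen, with 1352 and 2557 reads. The median of mutant against wild-type was 0.09 (0.03 to 0.10), at the 64.6th percentile of lists matched on expression, while 112 of 10000 lists matched also on GC content and exon length were as high. It changed direction, to -0.11, when the counts of the list were summed.

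Whether the genes raised on knockdown were also those that differed between the constructs was asked with library pairs that share no library. The 1320 genes at least 2-fold higher on knockdown had a median log2 ratio of mutant to wild-type of 0.72, above all 10000 matched random lists, and 1020 of them (77.3%) were higher with the mutant, against 49.0% of all tested genes. With a mean count of at least 1 the median was 0.36, the largest change under any setting toward 0. Of the 1060 genes lower on knockdown, 799 (75.4%) were lower with the mutant. Across the 18586 genes the log2 ratios on knockdown and of mutant to wild-type had a Pearson coefficient of 0.38 and a Spearman coefficient of 0.36. Genes are not independent replicates, so no test was made on these coefficients. Against shYthdf2+EV, the raised genes had a median of -0.94 with the wild-type construct and -0.27 with the mutant construct. Both of these share the shYthdf2+EV library with the choice of genes and fall in part for that reason alone. Of the 1320 genes, 621 were at least 2-fold lower with the wild-type construct and 188 with the mutant construct.

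**Figure D3:**
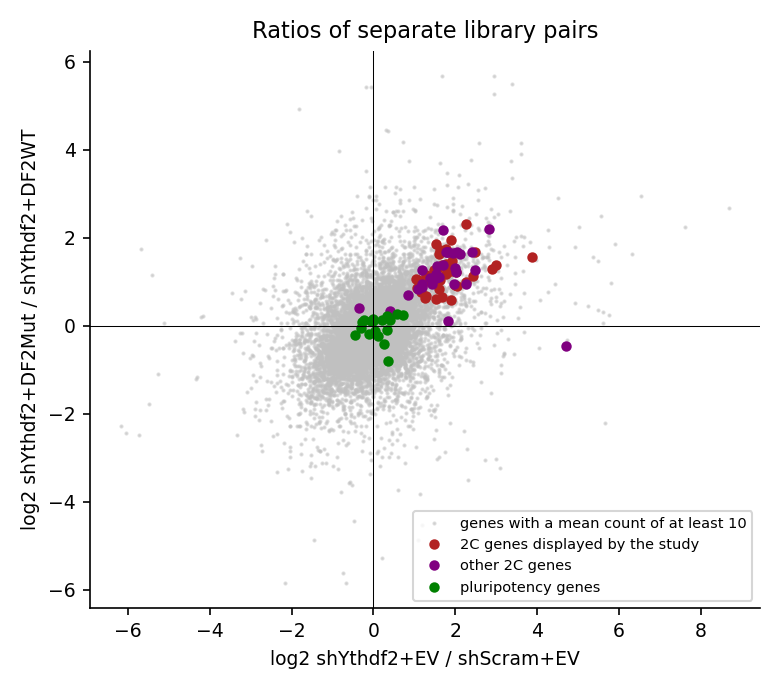
Log2 ratio of shYthdf2+EV to shScram+EV (x axis) against log2 ratio of shYthdf2+DF2Mut to shYthdf2+DF2WT (y axis) for the 18586 tested genes (grey), with 2C genes of the study (red), other 2C genes (purple) and pluripotency genes (green). All 40 displayed 2C genes lie above 0 on both axes, and the 18 pluripotency genes have medians of 0.08 and 0.09.

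The libraries also differed in ways that their groups do not name. Chromosome 12 genes (418 genes with a mean count of at least 200) had a median log2 ratio lower than the other autosomes by a difference of -0.30 in shYthdf2+EV, -0.10 in shYthdf2+DF2WT and -0.27 in shYthdf2+DF2Mut, each against shScram+EV. For shYthdf2+EV the other 18 autosomes lay between -0.04 and 0.04, and for shYthdf2+DF2WT between -0.066 and 0.084. The log2 ratio of mutant to wild-type also followed GC content, with a Spearman coefficient of -0.46 across 13281 genes, against -0.05 for the knockdown. With 1 library per group, none of these differences can be told apart from the group.

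**Figure D4:**
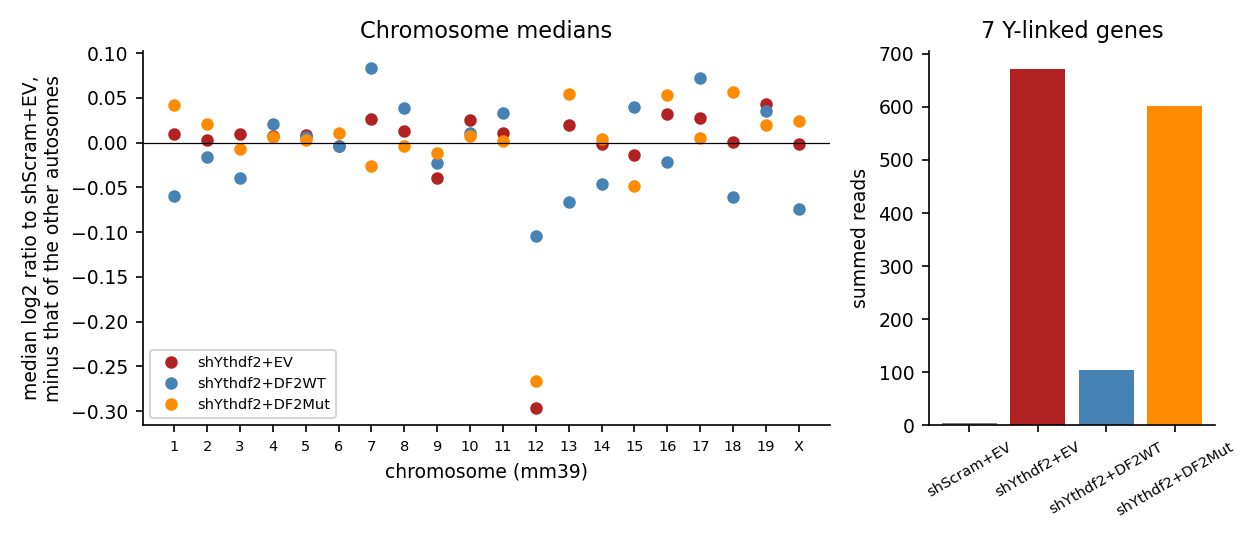
Left, median log2 ratio to shScram+EV of the genes of each chromosome, minus that of the other autosomes, for shYthdf2+EV, shYthdf2+DF2WT and shYthdf2+DF2Mut; right, summed reads of 7 Y-linked genes in each library. Chromosome 12 lies at -0.30, -0.10 and -0.27, and the Y-linked reads number 4 in shScram+EV, 672 in shYthdf2+EV, 105 in shYthdf2+DF2WT and 602 in shYthdf2+DF2Mut.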

Values the study reported

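For its own comparison of *Ythdf2*-KD and control ESCs, the study reported 506 genes upregulated and 396 downregulated. It counted 25 transcripts shared by its m6A, YTHDF2-binding and expression data.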

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

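All tests of the Y-linked reads were chosen after the result was seen. The design makes no comparison of Y-linked genes as a group, although *Ddx3y*, *Eif2s3y*, *Uty* and *Uba1y* were among the tested genes. The summed reads of 7 Y-linked genes (*Ddx3y*, *Eif2s3y*, *Uty*, *Kdm5d*, *Usp9y*, *Uba1y* and *Zfy1*) stood above the control library in each of the other libraries. There were 4 such reads in shScram+EV, 672 in shYthdf2+EV, 105 in shYthdf2+DF2WT and 602 in shYthdf2+DF2Mut. As a share of the reads of these genes and their X-linked homologs, this was 0.0046% (95% Wilson interval 0.0013 to 0.017), 0.690% (0.620 to 0.767), 0.127% (0.0956 to 0.164) and 0.651% (0.582 to 0.729).

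Library size does not account for it, since the scaled log2 ratio of shYthdf2+EV to shScram+EV had a lower 95% bound of 5.34. Reads shared with the X-linked homologs do not either, since the summed reads of those homologs had a log2 ratio of -0.039. Among the single homologs, *Kdm6a* (0.44, 0.33 to 0.55) and *Zfx* (0.42, 0.28 to 0.57) rose, but by far less than the bound of 5.34. The other homologs lay between -0.15 and -0.0012. A rise along with the 2C genes cannot be excluded. The largest log2 ratio on knockdown was 3.87 among the displayed 2C genes, for *Gm4312*, and 4.69 in the other 2C list. Both are under the lower bound of 5.34 for the Y-linked reads. The interval of *Gm4312* was 2.07 to 7.12, however, and genes can rise together by different amounts. All 7 genes were higher in shYthdf2+EV and shYthdf2+DF2Mut than in shYthdf2+DF2WT, with shScram+EV no higher than shYthdf2+DF2WT. A candidate explanation is that the libraries differ in their share of cells that carry a Y chromosome, as would follow if the cultures had drifted apart or been mixed. With 1 library per group this cannot be told apart from an effect of the hairpin and constructs on Y-linked transcripts. The summed Y-linked reads and the median of the displayed 2C list were both lowest in shScram+EV, next in shYthdf2+DF2WT and higher in the other libraries, although 9 of the 40 displayed 2C genes were lower in shYthdf2+DF2WT than in shScram+EV. Positions were taken on a linear scale of level, not log2, where shScram+EV is 0% and shYthdf2+EV is 100%. There, shYthdf2+DF2WT lay at 16.5% for the Y-linked reads and 9.62% for the displayed 2C list, and shYthdf2+DF2Mut lay at 101% and 79.2%. The closeness depends on that scale. The log2 ratios to shScram+EV in shYthdf2+EV, shYthdf2+DF2WT and shYthdf2+DF2Mut were 7.21, 4.66 and 7.22 for the Y-linked reads. For the displayed 2C list they were 1.72, 0.29 and 1.49.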

How the results depend on the processing

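The alternatives gave 332 values for 35 results, of which 250 stayed close to the value reported, 77 moved further than counting error or by more than 1.5 times, and 5 changed direction. Some of the 250 values could not move, since all 18 pluripotency genes passed every count filter. The direction of *Ythdf2* in the 3 comparisons and of both 2C lists in the 4 comparisons of the design held under every alternative run. For *Ythdf2* only 4 alternatives were run, of scaling and prior count. They could hardly reverse ratios of this size: the knockdown ratio ranged from -2.29 to -2.23. The displayed 2C list ranged from 1.58 to 1.76 on knockdown, from -1.47 to -1.37 with the wild-type construct, from -0.23 to -0.16 with the mutant construct, and from 1.14 to 1.29 for mutant against wild-type. The ratio of the genes raised on knockdown, mutant against wild-type, ranged from 0.36 to 0.88. Outside the design's results, 17 other values moved and 4 changed direction. DESeq2 size factors and upper-quartile scaling moved none of the results by that much. The count table has 1 column per library, so an alternative that takes several columns of a library apart was not run. No paired analysis was possible because each group has 1 library. For the values below the cause was not tested, unless a cause is named.

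The numbers of genes depended on the filter for low counts. With a mean count of at least 1, they were 4067 higher and 3560 lower on knockdown, 3309 and 3687 with the wild-type construct, 2724 and 3099 with the mutant construct, and 3448 and 3622 for mutant against wild-type. The genes raised on knockdown then had medians of 0.36 for mutant against wild-type, -1.05 with the wild-type construct and -0.57 with the mutant construct. With a mean count of at least 50, the numbers were 497 and 338 on knockdown, 282 and 332 with the wild-type construct, 42 and 76 with the mutant construct, and 321 and 392 for mutant against wild-type, and the medians of the raised genes were 0.88, -1.03 and -0.18.

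With a ratio of at least 1.5-fold, the numbers were 2569 and 2390 on knockdown, 2259 and 2071 with the wild-type construct, 1208 and 1632 with the mutant construct, and 2266 and 2762 for mutant against wild-type, with medians of the raised genes of 0.43, -0.61 and -0.23. When the counting-error interval also had to exclude 0, there were 701 genes lower on knockdown, 632 higher and 691 lower with the wild-type construct, 218 and 266 with the mutant construct, and 643 and 763 for mutant against wild-type. The raised genes then had medians of 0.84 for mutant against wild-type and -1.06 with the wild-type construct. A prior count of 5 left 284 genes higher and 374 lower with the mutant construct.

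With total counts the pluripotency list on knockdown was at 0.12 and the raised genes with the wild-type construct at -0.89. On log2(FPKM + 0.01), which is likewise scaled by total counts, the pluripotency list on knockdown was also at 0.12. With summed counts the displayed 2C list, mutant against wild-type, was at 1.29, the pluripotency list on knockdown at 0.0098, and the pluripotency list changed direction to -0.11 for mutant against wild-type and to -0.055 for the mutant construct against shScram+EV.

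The last 2 alternatives were chosen after seeing the data. Without chromosomes 12 and Y, the other 2C list with the mutant construct was at -0.16 and the pluripotency list on knockdown at 0.12. After correction for GC content and exon length, 434 genes were higher and 383 lower with the mutant construct, 768 higher and 756 lower for mutant against wild-type, and 780 higher and 709 lower with the wild-type construct, so that none of these 3 comparisons kept its excess of lower genes. The displayed 2C list was then at 1.58 on knockdown and -0.16 with the mutant construct, and the other 2C list at 1.47 on knockdown, -1.36 with the wild-type construct and 0.95 for mutant against wild-type. The raised genes were at -0.86 with the wild-type construct and -0.20 with the mutant construct. The pluripotency list changed direction to -0.019 with the wild-type construct, to 0.026 with the mutant construct, and to -0.030 for the wild-type construct against shScram+EV. This correction also leaves out genes without a GC value. Before correction, the genes with one had medians on knockdown of 1.67 in the displayed 2C list and 1.58 in the other list, and the numbers of higher and lower genes were 375 and 463 with the mutant construct, 779 and 953 for mutant against wild-type, and 794 and 786 with the wild-type construct, where leaving out the other genes alone removed the excess of lower genes.

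Depth limits single genes with few reads. The mutant to wild-type ratio of *Duxf3* had an interval of -1.33 to 1.79 from 16 and 18 reads.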

Other observations

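The tests below of the share of reads from parent genes and of cell composition were chosen after their results were seen.

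Chromosome 12 genes were lower in shYthdf2+EV and shYthdf2+DF2Mut. The difference from the other autosomes was the lowest of the 19 autosomes in both, at -0.30 and -0.27 against shScram+EV. It was also the lowest in shYthdf2+DF2WT, at -0.10, where the other autosomes lay between -0.066 and 0.084. Against gene sets matched on GC content, gene length and expression, the difference in shYthdf2+DF2WT was smaller, at -0.059, with 0 of 10000 sets as low. GC content, gene length or expression level does not account for the lower chromosome 12 in shYthdf2+EV. Of 10000 gene sets from the other autosomes matched on all of these, 0 had a median as low in that library. Regulation of part of the chromosome was tested on 4 segments of equal length, and all 4 were lower in shYthdf2+EV, by differences from -0.25 to -0.36. In that library 83.0% of the chromosome 12 genes were below the median of the other autosomes. A difference in chromosome 12 copy number between the cultures is a candidate explanation, but a change in the regulation of the entire chromosome would look the same. On the scale used above for the Y-linked reads, shYthdf2+DF2WT lay at 37.3% and shYthdf2+DF2Mut at 90.6%, and after correction for GC content and exon length they lay at 19.2% and 95.0%.

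The 2C lists were higher in shYthdf2+EV and shYthdf2+DF2Mut, the libraries that also share the Y-linked reads and the lower chromosome 12. GC content, gene length or expression level does not account for the difference between the constructs, since 0 of 10000 lists matched on all of these had a median of mutant against wild-type as high as the 37 displayed 2C genes with a GC value. Nor do genes on chromosomes 12 and Y, without which the median was 1.23. A difference in cell composition between the libraries remains possible. After correction for GC content and exon length the chromosome 12 difference of mutant against wild-type was -0.24, and with 1 library per group such a difference cannot be separated from the construct. In these libraries alone, the 2C difference between the constructs may therefore reflect m6A binding by YTHDF2, a difference between the cultures, or both. Replicate cultures would be needed to tell. The study also compared the constructs by Western blot, and by RT-qPCR in 4 independent experiments. It reports reversal of the raised 2C genes by wild-type YTHDF2 and not by the mutant. Whether those cells came from the same cultures as these libraries is not stated. The 4 libraries can be paired in 3 ways. The pair shYthdf2+EV and shYthdf2+DF2Mut against the other pair gave 1664 genes past 2-fold in their mean log2 ratio, while the other pairings gave 602 and 518.

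The log2 ratio of mutant to wild-type fell with GC content, from a median of 0.28 in the eighth of genes with the lowest GC to -0.29 in the eighth with the highest. Against shScram+EV the wild-type construct had a Spearman coefficient with GC of 0.45 and the mutant construct -0.19. A bias of this kind may add to the number of genes past 2-fold between the constructs. Of the genes with a GC value, 1732 were past 2-fold before the correction for GC content and exon length and 1524 after it, so this bias does not explain most of them. No biological explanation for the trend was tested.

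As a set, ribosomal protein pseudogenes were higher in the mean of shYthdf2+EV and shYthdf2+DF2WT than in that of shScram+EV and shYthdf2+DF2Mut. The set changed little on knockdown, unlike *Gm3756*, *Gm7432* and *Rps10-ps1* below, and was lowest in shYthdf2+DF2Mut. The genes named in this paragraph and the next were chosen after their values were seen. *Gm3756* and *Gm7432* are not named after ribosomal protein genes, so they fall outside the set tested below, but they followed the same pairing. *Gm3756* had 197 reads in shScram+EV, 1803 in shYthdf2+EV, 1938 in shYthdf2+DF2WT and 230 in shYthdf2+DF2Mut, and *Gm7432* had 22, 218, 237 and 24 in the same order. *Rps10-ps1* had 77, 430, 388 and 53 reads, and its parent gene *Rps10* had 7892, 9877, 10823 and 6200. For 54 pseudogenes named after ribosomal protein genes the median log2 difference between the pairs was 0.34, with 49 higher. In the pairing that the 2C genes follow, shYthdf2+EV and shYthdf2+DF2Mut against the other pair, it was -0.25, and -0.22 for the parent genes. Most of the change lay between the constructs, with a median of mutant against wild-type of -0.63 and 53 of the 54 pseudogenes lower. On knockdown the median was 0.10, with 30 higher and 24 lower. Against shScram+EV the median was -0.32 with the mutant construct, with 49 lower, and 0.31 with the wild-type construct, with 40 higher. Reads shared with the parent genes were tested as a cause. The 34 parent genes moved by as much, with a median of 0.37, which reads shared with the parents could also give, so this explanation remains for the set as a group. A constant share of parent reads does not account for *Rps10-ps1*, whose log2 ratio was 2.29 on knockdown and -2.81 for mutant against wild-type, while that of *Rps10* was 0.14 and -0.75. GC content or gene length was tested next, since this pairing had Spearman coefficients of 0.32 with GC content and -0.28 with exon length across the tested genes with a GC value. For the 47 pseudogenes with a GC value, the median was 0.36 before and 0.17 after the correction for both. This is consistent with a bias of GC content or length as a cause of part of the pattern. No biological explanation was tested.

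*Slc7a11* had 213 reads in shScram+EV, 309 in shYthdf2+EV and 277 in shYthdf2+DF2Mut but 13 in shYthdf2+DF2WT. Its log2 ratio of mutant to wild-type was 4.41 (3.41 to 6.04). It did not rise clearly on knockdown, where the ratio was 0.35 (-0.01 to 0.72).

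*Nanog*, *Sox2* and *Pou5f1* did not fall on knockdown in these libraries, with intervals of -0.04 to 0.03, 0.07 to 0.17 and 0.00 to 0.07. The study's text describes lower expression of these genes in a separate assay of *Ythdf2*-KD cells.

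The number of genes at least 2-fold higher on knockdown here was 1320. That is higher than the value quoted from the study above. The number at least 2-fold lower was 1060. That is also higher than the quoted value. Both depend on the filter: with a mean count of at least 50 the numbers were 497 and 338, which are lower than the quoted values. The study's numbers come from other libraries with replicates and a p-value, which these lack.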
